A study of Homo sapiens with 12 samples.

How the data were processed

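The data are RNA-seq libraries of human neurons derived from induced pluripotent stem cells of the IMR-90 line, 6 given a negative control siRNA (siNC) and 6 an siRNA against ZCCHC17 (siZCC). Per the labels' protocols, cells were lysed in Qiazol and libraries of total RNA were made with the NEBNext Ultra II Directional kit. The authors deposited a table of whole-number counts per gene symbol, with 1 column per library. The aligner, the counting tool, the genome build, the annotation and the strand setting are not stated, so reads of overlapping, antisense or near-identical genes may be split in ways not known here. The table holds 59653 gene symbols, 0 of them repeated, and 48221 have at least 1 count. No row holds unassigned reads or totals. Of the symbols, 92.2% were found in GENCODE v29 (GRCh38), which was used for positions, lengths, GC content and transcript sequences only. Groups and replicate numbers were taken from the sample titles. The titles carry the letters NPC, whose meaning is not stated, while other labels call the cells neurons.

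Counts were analysed as deposited, in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with its defaults, which here requires about 0.0997 counts-per-million (CPM) in enough libraries, leaving 24671 genes. Library sizes were scaled by TMM factors, dispersions were estimated over all 12 libraries, and the groups were compared by the quasi-likelihood test (glmQLFit, glmQLFTest) without further covariates. Adjusted p-values are Benjamini-Hochberg over all genes kept, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F. CPM values are TMM-scaled, and log2 CPM uses a prior count of 2. Lists were tested with camera on voom values (preset correlation 0.01), with fry and with an estimated correlation. Permutation tests are exact over the 924 assignments of 12 libraries to 2 groups of 6, two-sided, and cannot give a p below 0.00216.

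The main tests, the 12 gene lists, the alternatives named as such and the rule for naming genes were chosen before the data were examined. The rule names ZCCHC17; among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap of the groups, the 5 largest changes and the 3 smallest p-values in each direction; the 2 smallest p-values with an adjusted p under 0.05 in each list; and the neighbours SNRNP40 and FABP3. A gene that the rule names is not reported here. Other genes named in the closing section were chosen after their values were seen.

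The depth of 76115083 to 120023356 counts per library makes counting error small for most genes named; the spread between replicates, a biological coefficient of variation of 6.55%, sets the precision. Simulated counts used the real means, library sizes and dispersions, with 198 of 24371 genes tested changed. The test recovered 86.2% of genes changed by 1 on the log2 scale, 71.6% at 0.5 and 43.9% at 0.25, and 5.0% of its calls were on unchanged genes. Far fewer genes were changed than the real comparison called, so these rates need not hold there. With no gene changed, 0 of 24361 genes and 0 of 12 lists were called. A simulated GC trend alone gave 7644 calls, and 0 after the correction for GC content and length. That trend had a form the correction can fit, so it does not show how well real bias is removed. These simulations draw genes independently, so they do not test the camera setting against genes that vary together.

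Alternatives were DESeq2 size factors and upper quartile scaling, no filter on low counts or a mean count of at least 50, the Wald test of DESeq2 1.42.0, limma voom, the replicate number as a block, 1 surrogate variable from sva 3.50.0, a minimum change of 1.2-fold (glmTreat), and leaving out each library in turn. Added after seeing the data were a correction for GC content and transcript length, thinning to the smallest library total, and both a block and separate fits by a split of the libraries in IL1B counts. Matched random lists (10000 per test), sequence comparisons and 7-base word tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. For other groupings of the libraries, 100 of the 462 possible splits into 2 groups of 6 were drawn. After results were seen, 5 criteria were changed: the absence of a called 7-base word, the rise of CDKN1A and a median near 0 of NF-kB targets were each read as leaving their explanation open, each explanation by cell composition was given a further test of whether list genes went the opposite way, and read sharing with ribosomal protein genes, at first left undecided for the processed pseudogenes, was read as not the whole cause. Splicing, protein levels and reads were not analysed here.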

Results

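Total RNA was sequenced from neurons derived from induced pluripotent stem cells of the IMR-90 fibroblast line. Per the labels, 6 libraries came from cells given a negative control siRNA (siNC) and 6 from cells given an siRNA against ZCCHC17 (siZCC). The siRNA, a short duplex RNA, lowers the transcript it matches, and ZCCHC17 encodes a zinc finger protein whose part in neuronal splicing and in Alzheimer's disease is the subject named by the series title. The authors' table gives whole counts per gene symbol. Library totals ran from 90755953 to 120023356 counts in siNC (mean 111754863 ± 10826516, SD, n = 6) and from 76115083 to 105389055 counts in siZCC (mean 89267357 ± 10189473, SD, n = 6), so the siZCC libraries were sequenced less deeply. Mitochondrial transcripts took 4.221% ± 0.113 (SD, n = 6) of counts in siNC and 4.337% ± 0.103 (SD, n = 6) in siZCC. The 10 most abundant genes of a library together took 4.81% ± 0.106 and 4.971% ± 0.083 (SD, n = 6 each).

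Libraries of one group resembled each other closely. Across the 24671 genes kept, Pearson's r of log2 counts-per-million (CPM) had a median of 0.995 between libraries of the same group and 0.993 between libraries of different groups; these values are across genes, which are not independent replicates. Over all genes kept, the leading principal component carried 22.6% of the variance and separated the siNC from the siZCC libraries. The next component carried 13.2% and separated the libraries by the split in IL1B counts described below, which cuts across the groups. With only the 500 most variable genes, the leading component carried 29.8% and followed the IL1B split, while the groups overlapped on it. No pair of libraries within a group was alike to within sampling noise: chi-square per degree of freedom ran from 4.99 to 25.7 over all such pairs, so none appeared to be a copy of another. The test does not tell separate cultures from repeat libraries of one RNA, and n follows the replicate numbers of the labels.

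The target transcript was examined in every library. ZCCHC17 stood at 56.9 ± 2.49 CPM in siNC (SD, n = 6; 53.99 to 61.0) and at 9.999 ± 0.507 CPM in siZCC (SD, n = 6; 9.37 to 10.6), resting on 5255 to 7222 and 727 to 1115 counts per library. Its log2 fold change was -2.51 (SE 0.0402; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 3.52e-17), which leaves 17.6% of the control level. The 6 siZCC values all lay below the 6 siNC values, and the exact permutation test (two-sided) gave p = 0.00216, the smallest that 6 against 6 can give. The alternatives of processing in which it was examined, all but the 1.2-fold test, did not change this call, and leaving out single libraries moved the log2 fold change only between -2.53 and -2.49.

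**Figure D1:**
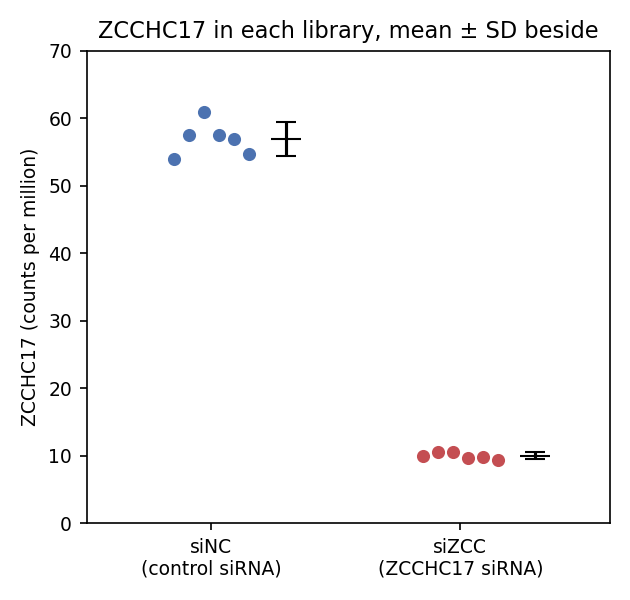
ZCCHC17 in CPM (vertical axis) in each of the 6 siNC and 6 siZCC libraries (points), with the mean and SD of each group beside them. The siNC libraries lie between 53.99 and 61.0 CPM and the siZCC libraries between 9.37 and 10.6 CPM.

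In the GENCODE v29 annotation of GRCh38, ZCCHC17 lies on chromosome 1 from 31296982 to 31364953 on the plus strand; the authors' build is not stated, and this position is that of the symbol. SNRNP40 (31259568 to 31296782) and FABP3 (31365625 to 31376850), both on the minus strand, are its neighbours. Neither neighbour changed detectably: SNRNP40 had a log2 fold change of 0.02 (SE 0.0268) and FABP3 of -0.18 (SE 0.0900), with adjusted p of 0.652 and 0.160 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FABP3 was measured at only 2.90 ± 0.308 CPM in siNC (SD, n = 6).

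**Figure D2:**
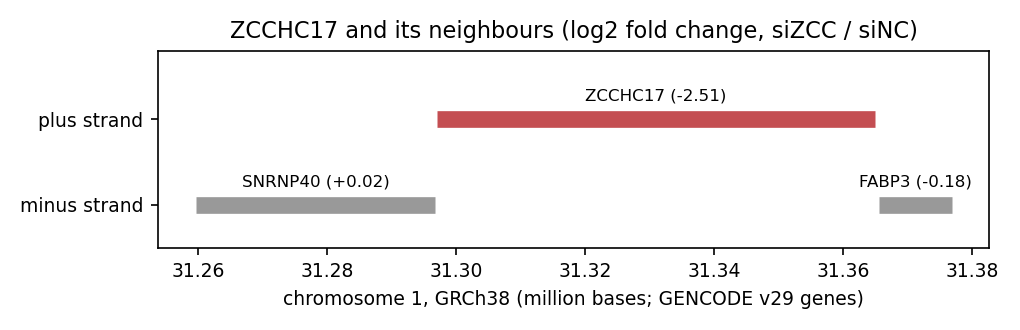
Map of the ZCCHC17 region on chromosome 1 (GRCh38, GENCODE v29; horizontal axis in megabases), with genes drawn as bars on their strand and the log2 fold change of siZCC over siNC in parentheses. ZCCHC17 fell by 2.51 on the log2 scale, while SNRNP40 (0.02) and FABP3 (-0.18) did not pass the threshold.

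Over the whole table, the comparison asked which genes differ between siZCC and siNC. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5481 of the 24671 genes kept differed, or 22.2%, with 2818 higher and 2663 lower in siZCC. Most differences were small. The median absolute log2 fold change of the genes called was 0.22, 485 genes differed by at least 1.5-fold (211 higher, 274 lower) and 76 by at least 2-fold. When the test was made against a minimum change of 1.2-fold, the alternative that moved the count most, 349 genes passed. The groups did not overlap at all in 2404 genes, 2350 of them among those called; chance gives such separation in 0.216% of genes. Replicates of a group varied little, with a biological coefficient of variation of 6.55%, which is why changes this small pass the test.

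**Figure D3:**
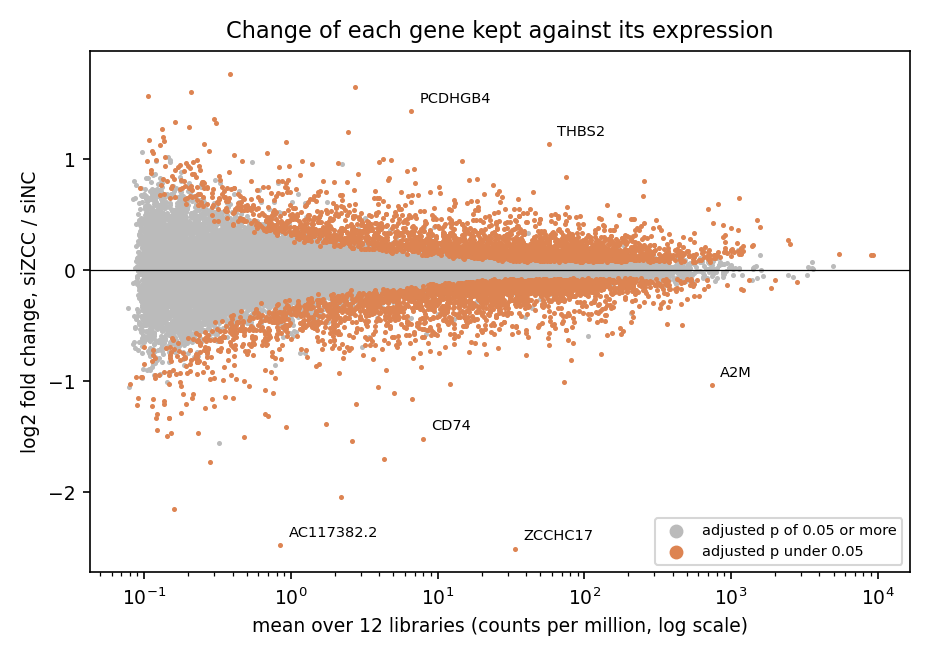
Log2 fold change of siZCC over siNC (vertical axis) against mean expression over the 12 libraries (horizontal axis, CPM, log scale), one point per gene kept, with the 5481 genes at an adjusted p under 0.05 in orange. ZCCHC17 (-2.51) lies farthest from 0 among genes above 1 CPM, and the bulk of the orange points lies close to the horizontal line.

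Among genes with a mean of at least 5 CPM and no overlap between the groups, the largest rises after PCDHGB4 were those of THBS2 (log2 fold change 1.13, SE 0.0698), ALDOC (0.98, SE 0.0877), MMD2 (0.91, SE 0.124) and DPPA4 (0.89, SE 0.0719). THBS2 rose from 35.9 ± 4.34 to 78.8 ± 6.41 CPM (SD, n = 6 each). PCDHGB4 rose by 1.43 (SE 0.0892), but it shares exons with the other members of its gene cluster, and how the authors' counting divides those reads is not stated, so its value is uncertain. The largest falls after ZCCHC17 were in CD74 (-1.52, SE 0.204), MXRA5 (-1.16, SE 0.185), ERP27 (-1.11, SE 0.116), A2M (-1.03, SE 0.128) and APOL4 (-1.03, SE 0.103). A2M was the most abundant of these, at 995 ± 214 CPM in siNC and 485 ± 81.6 CPM in siZCC (SD, n = 6 each). The smallest p-values among rises belonged to THBS2, PCDHGB4 and HRK (0.49, SE 0.0318), and among falls, after ZCCHC17, to FAM234A (-0.46, SE 0.0292), CCNB1 (-0.61, SE 0.0410) and BIRC5 (-0.51, SE 0.0376). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p of these 14 genes ran from 5.37e-08 to 3.17e-04.

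Gene lists fixed before the data were examined were then compared as sets with camera, a competitive test of whether a list's genes move more than the others, at a preset correlation between genes of 0.01. This setting treats the genes of a list as nearly independent. With the correlation estimated from the data no list passed an adjusted p of 0.05, while fry, a self-contained rotation test, kept the 8 calls made by camera and added the Alzheimer's disease genes. An exact permutation test (two-sided) of the mean log2 CPM of each list across the libraries is therefore given beside camera, adjusted over the 12 lists.

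Splicing factors were compared because the series title names splicing. Of 67 splicing regulators kept, 28 differed, 4 higher and 24 lower, or 32 when adjusted over the list alone. Their median log2 fold change was -0.07, a change of 1.05-fold (camera adjusted p 1.92e-06; exact permutation p 0.00216, adjusted 0.00866), with 6 of 6 siZCC libraries below every siNC library. Both genes with the smallest p fell, SRSF3 by 0.33 (SE 0.0328) and HNRNPM by 0.28 (SE 0.0350) on the log2 scale. The 52 core spliceosome genes had 2 higher and 9 lower, or 11 in all when adjusted over the list alone, and a median of -0.04 (camera adjusted p 0.00621; exact permutation p 0.0108, adjusted 0.0186). SNW1 (-0.26, SE 0.0267) and SNRPD3 (-0.15, SE 0.0300) had the smallest p among them. The count for the core list depended on the libraries, with 6 genes when siNC replicate 1 was left out. Counts per gene do not measure splicing itself, which was not analysed here.

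Synaptic lists did not move as sets. Presynaptic genes (46 kept) had 5 higher and 4 lower, or 7 in all adjusted over the list alone, with a median log2 fold change of -0.03 (camera adjusted p 0.680; exact permutation p 0.818, adjusted 0.893). Postsynaptic genes (45 kept) had 8 higher and 6 lower, or 15 in all adjusted over the list alone, with a median of 0.01 (camera adjusted p 0.830; exact permutation p 0.903, adjusted 0.903). Single members did change. CPLX1 rose by 0.55 (SE 0.0485), DLGAP2 by 0.58 (SE 0.0805) and GRIN2D by 0.29 (SE 0.0445) on the log2 scale. Adjusted p for these genes ran from 1.24e-06 for CPLX1 to 2.50e-04 for GRIN2D (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

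Of the 32 Alzheimer's disease genes kept, 9 were higher and 4 lower, or 16 in all adjusted over the list alone. The list's median log2 fold change was 0.01 and camera did not call it (adjusted p 0.114), while the mean of the list was higher in siZCC by 0.07 in log2 CPM, with 6 of 6 siZCC libraries above every siNC library (exact permutation p 0.00216, adjusted 0.00866). INPP5D rose by 0.60 (SE 0.0558) and APOE by 0.48 (SE 0.0545), the latter from 73.2 ± 5.40 to 102 ± 8.46 CPM (SD, n = 6 each).

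Cytosolic ribosomal protein genes, tested because the protein is known to associate with ribosomes, moved together by a small amount. Of 75 kept, 47 were higher and 0 lower, or 58 when adjusted over the list alone, and 71 had a positive log2 fold change. Their median was 0.12, or 1.09-fold (camera adjusted p 4.54e-15). The exact permutation p of the list mean was 0.0173 (adjusted 0.0260), with 4 of 6 siZCC libraries above every siNC library, since the list as a whole also varied between libraries of one group (SD 0.0700 in siNC). RPL3 (0.25, SE 0.0376) and RPL31 (0.18, SE 0.0369) had the smallest p. These genes have many near-identical pseudogenes, so single values are uncertain. Without siNC replicate 4 the count of genes called was 29, and without siNC replicate 3 it was 56.

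Lists describing cell types and states were included as checks of culture composition and of responses to siRNA. Proliferation genes gave the largest median change of the 12 lists, -0.33 (1.25-fold), with 0 higher and 20 lower of 30, or 24 adjusted over the list alone (camera adjusted p 2.61e-20; exact permutation p 0.00216, adjusted 0.00866). Neuron markers had 1 higher and 11 lower of 26, or 15 in all adjusted over the list alone, and a median of -0.13 (camera adjusted p 1.62e-04), but their mean did not pass the exact permutation test (p 0.0606, adjusted 0.0808); NSG1 (-0.26, SE 0.0519) and DCX (-0.23, SE 0.0480) had the smallest p. Neural progenitor markers had 4 higher and 3 lower of 20, or 7 in all adjusted over the list alone, with a median of 0.03 (camera adjusted p 0.342; exact permutation p 0.736, adjusted 0.883), SOX2 rising by 0.20 (SE 0.0280) and FABP7 falling by 0.31 (SE 0.0463). Astrocyte markers had 6 higher and 2 lower of 15, or 8 in all adjusted over the list alone, and a median of 0.05 (camera adjusted p 0.0442; exact permutation p 0.00433, adjusted 0.00866), with ALDOC and NDRG2 (0.47, SE 0.0735) first by p. The camera call for this list was lost in several alternatives and in 5 of the 12 fits that each left out 1 library, those without siNC replicate 2, 3 or 5 or siZCC replicate 3 or 6 (adjusted p 0.0561 to 0.1002).

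Interferon response genes were lower, with 2 higher and 15 lower of 34, or 22 in all adjusted over the list alone, and a median of -0.17 (camera adjusted p 1.92e-06; exact permutation p 0.00433, adjusted 0.00866). BST2 fell by 0.56 (SE 0.0626) and IFI6 by 0.81 (SE 0.0977) on the log2 scale. Targets of p53 were higher, with 14 higher and 1 lower of 27, or 18 in all adjusted over the list alone, and a median of 0.12 (camera adjusted p 3.16e-05; exact permutation p 0.00433, adjusted 0.00866). CDKN1A rose by 0.59 (SE 0.0705), from 651 ± 81.8 to 981 ± 80.9 CPM, and GDF15 by 0.99 (SE 0.122), from 3.20 ± 0.665 to 6.36 ± 0.894 CPM (SD, n = 6 each). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p of the named genes of these cell type, state, splicing, disease and ribosomal lists was at most 0.00252.

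**Figure D4:**
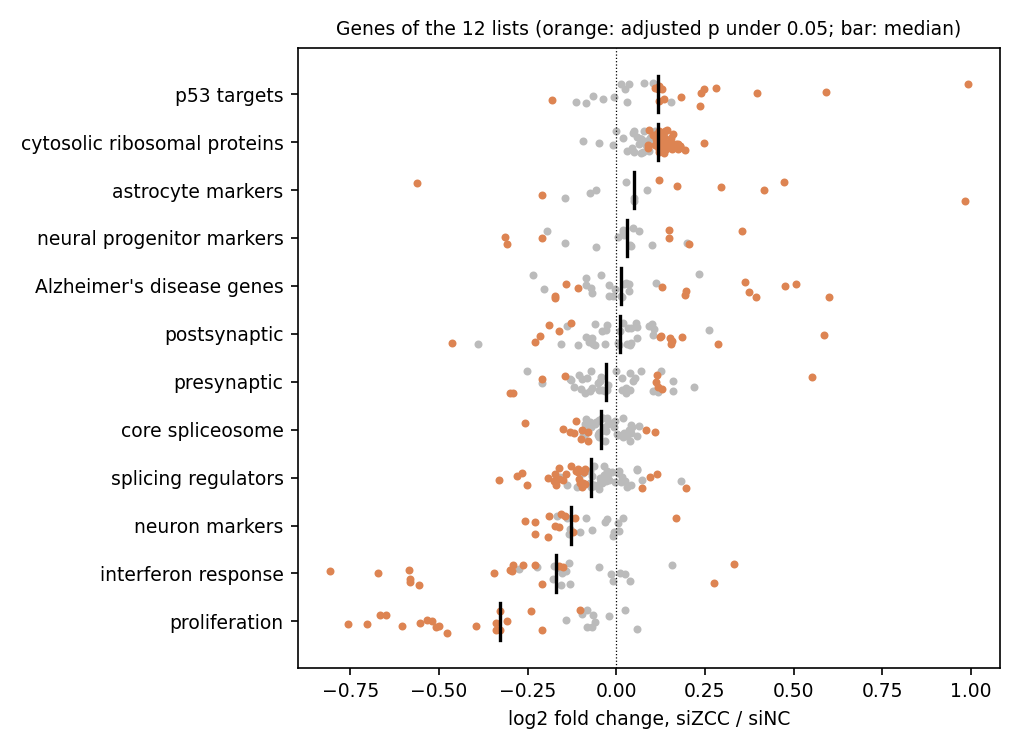
Log2 fold change of siZCC over siNC (horizontal axis) for each gene of the 12 lists (rows; the vertical scatter within a row has no meaning), with genes at an adjusted p under 0.05 in orange and the list median as a black bar. Medians run from -0.33 for proliferation genes to 0.12 for p53 targets, and the ribosomal protein genes form a tight group around 0.12.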

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

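The tests in this part were chosen only after the result was seen. The highest and the lowest library of each group were compared with the rest for 52 quantities (library totals, the mitochondrial share, the named genes and the list means), or 104 groups of 6. In 6 of them one library lay farther from its neighbour than 0.625 of the group's range, where about 5.2 are due by chance; the one-sided binomial p for as many is 0.42, so the number alone is consistent with chance, although the quantities are not independent.

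The total of siNC replicate 4 was 90755953 counts against 109973707 to 120023356 in the other siNC libraries, a gap of 0.657 of the range. If its lower depth had shifted its expression values, it should also stand apart in genes or lists. It did so in 0 of the named genes and lists, which argues against lower depth shifting its expression values by much. Without this library 4689 genes were called.

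The library siZCC replicate 5 was the highest of its group for BIRC5 (4.89 against 4.67 to 4.75 in log2 CPM, gap 0.635 of the range), HNRNPM (7.75 against 7.50 to 7.58, gap 0.681) and the mean of the proliferation list (5.31 against 5.10 to 5.16, gap 0.735). BIRC5 belongs to that list. A weaker knockdown in that library would leave more ZCCHC17, but ZCCHC17 stood at 9.76 CPM there, within the 9.37 to 10.6 CPM of the other 5 siZCC libraries, which argues against it. A culture with more dividing cells stays open and was not tested. Leaving this library out made the change larger, with BIRC5 at -0.54 and HNRNPM at -0.32.

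Other far libraries were siZCC replicate 2, lowest for RPL3 (10.10 against 10.22 to 10.26 in log2 CPM, gap 0.724), and siZCC replicate 3, lowest for FABP3 (0.98 against 1.33 to 1.47, gap 0.714), a gene near 3 CPM. Given the binomial p of 0.42 these may be chance, and no biological explanation was tested for them.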

How the results depend on the processing

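The count of 5481 genes stayed between 4785 and 6172 under scaling by DESeq2 size factors or upper quartiles, other filters, DESeq2's Wald test, limma voom, the block, a surrogate variable, and the corrections for GC content and length, depth and the IL1B split, the last 3 added after seeing the data. Every gene called in the main test that was tested in these fits kept its direction. Against a minimum of 1.2-fold, 349 genes passed (181 higher, 168 lower), by construction of a stricter test. Leaving out each library in turn gave 4484 (without siNC replicate 6) to 5626 genes (without siZCC replicate 2). ZCCHC17 kept its call in each of these fits in which it was examined; single genes were not examined in the 1.2-fold test.

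Upper quartile scaling gave 2511 higher and 2905 lower genes, 46.4% higher against 51.4% with TMM, and the correction for GC content and length 3431 higher and 2741 lower, 55.6% higher. Thinning every library to the smallest total gave 5295 genes, so depth limits the count little.

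The replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated between -0.08 and 0.02. With the replicate number as a block 4902 genes were called (2489 higher, 2413 lower), with 5 in the core spliceosome list and 29 in the ribosomal list, and the astrocyte list had an adjusted p of 0.0546. The block changed no other call of a named gene or list.

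Only 6 libraries, 3 per group, entered each fit of one side of the IL1B split, which lowers counts by fewer samples. The libraries with high IL1B gave 2043 genes (1051 higher, 992 lower) and those with low IL1B 1602 (870 higher, 732 lower). All 5473 main calls tested in both had the same direction in both, though they were chosen on all the libraries and so this is no independent evidence. List counts in the high libraries were 9 postsynaptic, 3 core spliceosome, 12 splicing regulators, 4 ribosomal, 6 Alzheimer's disease, 3 neuron, 4 progenitor, 5 astrocyte, 6 interferon and 5 p53. In the low libraries they were 4 presynaptic, 6 postsynaptic, 1 core spliceosome, 8 splicing regulators, 13 ribosomal, 8 Alzheimer's disease, 6 neuron, 2 progenitor, 3 astrocyte and 8 interferon. SNRNP40 turned from 0.02 to -0.0051 in the high libraries, both near 0. Of 925 values of other named genes over the alternatives examined for single genes, which leave out the 1.2-fold test, 920 kept direction and call, 4 lost the call and 1 reversed, all 5 in these smaller fits.

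List tests depended mainly on the assumed correlation between genes. With the estimated correlation 8 calls were lost: core spliceosome, ribosomal proteins and p53 targets (adjusted p 0.274 each), splicing regulators 0.198, neuron markers 0.327, proliferation 0.173, astrocyte markers 0.2503 and interferon 0.2503. These are the highest values over the 11 alternatives of each list; the lowest were 0.00348, 1.69e-21, 1.37e-09, 2.01e-06, 1.67e-07, 1.31e-26, 0.00106 and 6.53e-08 in the same order. Fry gave the Alzheimer's disease list 0.00202, the lowest of values up to 0.274. Astrocyte markers also lost the call at a mean count of at least 50 (0.0814), with the GC content and length correction (0.0523) and in the high libraries (0.122). In the low libraries core spliceosome had 0.0748, and the presynaptic list was called lower at 0.00471, although the high libraries put it higher (0.0791) and values ran up to 0.940. The postsynaptic list turned lower in the low libraries (0.108) and with the GC content and length correction (0.984), with values from 0.0625. The cause of these changes was not tested. Without the filter on low counts 6 core spliceosome genes were called. With the 500 most variable genes the leading principal component carried 29.8% and followed the IL1B split instead of the siRNA groups.

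Across the 12 fits that each left out 1 library, core spliceosome genes called ran from 6 to 11 and ribosomal genes from 29 to 56. Adjusted p ran from 0.284 to 0.848 for presynaptic, from 0.419 to 0.989 for postsynaptic and from 0.0200 (without siZCC replicate 4) to 0.1002 (without siZCC replicate 6) for astrocyte markers, whose call was lost in 5 of the 12.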

Other observations

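Most tests in this part were chosen after the patterns were seen, though the outcome each would give was not known, except that the p53 list was known to rise before CDKN1A was looked at; those on LYZ and on list genes going the opposite way were chosen only after the result was seen. Genes named here outside the rule were chosen after their values were seen.

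The number of genes called is not matched by other groupings of the same libraries. Of 100 splits into 2 groups of 6, drawn from 462, 1, the real one, gave as many as 5481; the next gave 823 and the median was 0. Lower depth in siZCC is not the whole cause, since 5295 genes were called after thinning, nor is a trend with GC content and length (6172 genes after correction) or the split in IL1B counts described below (5664 with it as a block). Matches of siRNA seeds in 3' untranslated regions would lower genes sharing a 7-base word. Over 13081 genes and 14209 words, 0 words passed an adjusted p of 0.05 (808, or 5.69%, had an unadjusted p under 0.05). The word with the smallest p, in 1626 genes, had an effect of -0.02 on the log2 scale (p 2.02e-05, adjusted p 0.287) and occurs in ZCCHC17 transcripts, as do 11.9% of the words tested. The effect is a mean over all genes that carry a word, whether or not the site acts, so the test leaves seed matches open. With 1 siRNA label per group and no untreated cells, effects of either siRNA other than the loss of ZCCHC17 stay open, as do direct and indirect effects of that loss.

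Camera results of most lists were matched by some other groupings. As small a p arose in 2 of 100 splits for proliferation genes, but in 7 for splicing regulators, 11 for astrocyte markers, 11 for interferon response, 14 for p53 targets, 17 for ribosomal proteins, 18 for Alzheimer's disease genes, 20 for core spliceosome, 36 for neuron markers, 45 for neural progenitor markers, 91 for presynaptic and 94 for postsynaptic genes. Genes of a list vary together between libraries, so the preset correlation overstates the evidence. These counts include the real split and splits that keep most of the siRNA contrast. Looked at after the counts were seen, the 47 splits with 3 libraries of each group on each side gave as small a p in 0 for proliferation, splicing regulators and p53 targets, 3 for interferon response, 4 for astrocyte markers, 4 for core spliceosome, 5 for ribosomal proteins, 6 for Alzheimer's disease genes and 13 for neuron markers. For the last 6 of these lists the camera p could arise from library differences other than the siRNA. The list means ask a different question of the same libraries. Their exact permutation p was 0.00216 for proliferation, splicing regulators and Alzheimer's disease genes and 0.00433 for astrocyte markers, interferon response and p53 targets (adjusted 0.00866 for these 6), 0.0108 for core spliceosome, 0.0173 for ribosomal proteins and 0.0606 for neuron markers.

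The fall of proliferation genes may reflect fewer cells in G2 and M phase, fewer cycling cells, or both. Genes of S phase outside the list (34) changed by -0.06 in mean log2 CPM (exact permutation p 0.0281), and genes of G2 and M phase (38) by -0.30 (exact permutation p 0.00216). The difference was -0.24 (exact permutation p 0.00216, lower in 6 of 6 siZCC libraries than in any siNC library). An even loss of cycling cells would lower both sets alike only if both were equally confined to cycling cells. That was not tested, so the difference argues against an even loss as the whole cause only under this assumption. A response through p53 and CDKN1A is left open: CDKN1A rose by 0.59, but it belongs to the p53 list, whose rise was already known, so its rise decides nothing. The cultures held dividing cells: MKI67 stood at 205 ± 16.8 CPM in siNC (SD, n = 6) beside DCX at 649 ± 41.8 CPM. In siZCC MKI67 stood at 143 ± 13.8 CPM (SD, n = 6), a log2 fold change of -0.52.

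For ribosomal protein genes, short transcripts and GC content were weighed by lists matched on expression, length and GC content; the list median lay at the 100th percentile of 10000 such lists, which argues against that bias. Other mRNAs with a 5' TOP motif, a start sequence shared by the translation machinery, had a median of 0.07 at percentile 98.03 of lists matched on expression, while mitochondrial ribosomal proteins lay at 85.07. This is consistent with a small rise of TOP mRNAs as a class, but 17 of 100 splits matched the list's camera p, 5 of them among the 47 balanced ones, so differences between libraries stay open too. Processed pseudogenes (1881) also had a raised median, 0.10. Reads shared with ribosomal protein genes would leave the others near 0. Pseudogenes of ribosomal protein genes (279) had a median of 0.17 and the other 1602 one of 0.0816, at the 100th percentile of matched lists, so such sharing is not the whole cause; sharing with other parent genes was not tested.

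More unspliced RNA in the counts would raise genes annotated inside introns on the sense strand. These 419 genes had a median of -0.03, at percentile 5.49 of matched lists, which argues against it. This test does not measure splicing.

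Smooth muscle and matrix genes were seen among the genes that fell and glial genes among those that rose. The largest falls named above included MXRA5, a matrix gene (log2 fold change -1.16), but no contractile gene of smooth muscle. THBS2, also a matrix gene, was among the largest rises (log2 fold change 1.13). The cultures may hold fewer mesenchymal cells. A list of 30 contractile and matrix genes had a median of -0.22, at percentile 0 of matched lists (exact permutation p of the mean 0.0455). ACTA2 fell from 214 to 144 CPM and CALD1 from 414 to 329 CPM. The list left out genes named by the rule but may hold genes whose fall prompted it, so its percentile is no independent evidence. An even fall of mesenchymal cells as the whole change is argued against by 3 list genes that were higher (PDGFRB 0.42, COL6A1 0.14 and NOTCH3 0.14) beside 11 that were lower. More astroglial cells are likewise possible, under the same limit. Outside the astrocyte list, 15 astroglial genes had a median of 0.21, at percentile 100 (exact permutation p 0.00216). NTRK2 rose from 1269 to 1732 CPM and PTPRZ1 from 1363 to 1785 CPM. Against an even rise of astroglial cells as the whole change, 2 list genes were lower (HOPX -0.22 and TNC -0.15) beside 8 higher, and MLC1, at 430 CPM in siNC, did not rise (-0.09). Neural progenitors express several of these genes, so a change of state within cells stays open beside a change of composition.

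The antisense gene AC117382.2, on chromosome 3 from 136752630 to 136755780 (plus strand, GENCODE v29, GRCh38) beside the start of STAG1, fell as much as ZCCHC17, with a log2 fold change of -2.48 (SE 0.152; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 5.37e-08), from 1.43 ± 0.221 to 0.259 ± 0.0627 CPM (SD, n = 6 each). The log2 ratio of its counts to those of ZCCHC17 differed by 0.02 between groups (exact permutation p 0.922). STAG1 itself changed by -0.18. Reads shared with ZCCHC17 would need a long common stretch, but the longest on either strand was 11 bases, as in random 3' untranslated regions (median 11). An siRNA target site in both transcripts is argued against by a longest common stretch of 10 bases on the same strand. A near match to the siRNA site would be closer than chance; the best window of 19 bases had 3 mismatches, and 109 of 200 random regions had as few. A site with several mismatches stays open because the siRNA sequence is not used here, and an indirect effect of ZCCHC17 loss was not tested.

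Immune genes of antigen presentation fell together, with log2 fold changes of -1.52 for CD74, -1.70 for HLA-DRA and -1.54 for CIITA, at 11.8, 6.59 and 3.87 CPM in siNC. Fewer myeloid reads in the siZCC libraries would lower LYZ as well. LYZ had a log2 fold change of -0.0894 (SE 0.547, adjusted p 0.931 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its wide spread within groups followed the IL1B split described below, which this fit left out. With low IL1B, LYZ had 657 to 906 counts in siNC and 642 to 697 in siZCC. With high IL1B it had 120 to 203 and 79 to 155, before scaling for the lower depth of siZCC. The absence of a fall like that of CD74 argues against this source only as far as LYZ stands for it. Loss of CIITA, which drives the other genes, is a hypothesis not tested here.

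Counts of IL1B split the libraries in a way the groups do not explain. In siNC replicates 2, 3 and 6 and siZCC replicates 1, 4 and 5 IL1B had 449 to 1512 counts, and in the other 6 libraries 2 to 12. CXCL8 followed it (874 to 1949 against 47 to 124) and LYZ went the opposite way (79 to 203 against 642 to 906). A candidate source is myeloid RNA or reads from another sample, with activated cells in some libraries and resting cells in others. In lists written before this test, 5 activated myeloid genes were higher by 0.62 in mean log2 CPM in the libraries with high IL1B (exact permutation p 0.00216) and 8 resting myeloid genes changed by -0.22 (exact permutation p 0.0152). Of these 5 genes CXCL3 had the highest mean in those libraries, 1.64 CPM. An inflammatory response of the cultured cells would raise NF-kB targets that neural cells express, but of 20 such genes 8 were higher and 12 lower, with a median difference of -0.0015. TRAF1 was higher by 0.72 (1.17 against 0.712 CPM). A median near 0 over genes that go both ways leaves such a response open. Sequencing pools are not given by the labels used here, so how such reads entered was not tested. As 3 libraries of each group lie on each side, the split is balanced over the comparison. The split also separated the libraries on the principal component with 13.2% of the variance over all genes kept.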
